A study of Homo sapiens with 22 samples. Its data were reported in "FOXA2 rewires AP-1 for transcriptional reprogramming and lineage plasticity in prostate cancer" (2024).

How the data were processed

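ChIP-seq of FOXA2, JUN, FOSL1, H3K27ac and H3K4me2 and ATAC-seq were performed by the authors in PC3, NCI-H660 and LNCaP cells. For ChIP-seq, per the labels, chromatin was crosslinked with formaldehyde and sonicated, and libraries were built with a ThruPLEX kit. The labels of the ATAC-seq samples repeat this ChIP text, whereas the study describes transposase-based libraries from viable cells for ATAC-seq. The labels of FOXA2K265R JUN and of the other FOXA2 ChIPs, which form a later part of the series, name a second possible kit as well. The authors aligned reads with bwa to hg19 and called enriched regions with MACS2. Whether libraries were pooled before calling, which control library was used and how MACS2 was set were not stated, so each list was treated as 1 library. How ATAC-seq reads were shifted before calling was not stated either.

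Each of the 22 deposited files was a list of intervals. In 20 of them a column held a score, which the authors had deposited as a whole number. It is read here as 10 times the −log10 q-value that MACS2 writes, an inference from its range, because the minimum was 13 in most lists (a q-value of about 0.05). The minimum was 14 in one of the other FOXA2 ChIPs, 30 in the FOXA2OE JUN list and 23 in the FOXA2K265R JUN list. The thresholds therefore appear to differ between lists, and a longer list is not by itself evidence of more binding. The score was used to rank regions within a list and to filter lists. Where the same score minimum was set in both lists of a contrast, the numbers compared rest on the assumption that scores mean the same in both libraries. A place on chromosome 1 present in all 22 lists scored 119312 in NCI-H660 siNC JUN and 89052 in PC3 siNC FOSL1. No region of the matching siFOXA2 lists scored above 15412 and 15832, which argues against the assumption for these contrasts. The highest scores of the PC3 JUN lists were closer (126355 and 108901). The unknown depth leaves the assumption otherwise unchecked. The LNCaP siNC JUN list and the FOXA2OE FOXA2 list held no score, and the latter held exactly 2500 regions. No list held overlapping intervals, so no intervals needed merging. The lists give neither read numbers nor coverage, so the depth is unknown and the only precision that can be stated is the counting error of a number of regions.

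Groups were taken from the labels, with 1 list per group except for the 2 other FOXA2 ChIPs, whose antibody was not labelled and whose file names differ in what looks like an antibody catalogue number, so they may not be repeats of one assay. Those entered no treatment contrast and served as an alternative FOXA2 list and as an untreated comparison for the vehicle list. The sample titled FOXA2K265R carries the FOXA2OE cell line in another label, and its title was followed. Region identifiers name the processing folder of a list, and lists were grouped by folder as a possible batch. Every inhibitor or siRNA contrast lay within 1 folder. The comparisons of LNCaP siNC, FOXA2OE and FOXA2K265R JUN did not, and there the folder and the condition cannot be told apart. FOXA2 ChIP in a further cell model named in the study's design was not analysed here.

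For each of 9 contrasts the log2 ratio of region numbers was computed with a 95% interval from counting error. A control region was kept if it overlapped a region of the second list by at least 1 bp and lost otherwise, and a region of the second list was new if it overlapped no control region. Shares carry Wilson 95% intervals. As background, the second list was placed at random 100 times on the same chromosomes, outside assembly gaps (seed 1). Since each contrast has 1 library per arm, no test between conditions was possible. Co-occupancy was also expressed as an odds ratio over the accessible regions of the line, plain and as a Mantel-Haenszel odds ratio stratified by ATAC score decile. The difference in kept share between FOXA2-bound and FOXA2-free regions was computed plain and standardised over 10 score deciles of the control list. Regions are not independent replicates, so no p-value was given for any of these.

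Motifs were searched on both strands within 100 bp of the region centre as TGASTCA for AP-1 and TRTTTRY for forkhead factors, in the hg19-equivalent reference genome. The backgrounds were windows of the same size 2 kb away on either side and 300000 random genome windows weighted to the same GC content. Random windows with unknown bases were dropped, which left 276988. Motif pairs in regions with both factors were counted for gaps of up to 30 bp, and the flanks of a pair (10 bases on each side) were counted as alike if at least 14 of these bases equalled those of another pair at the same gap. Annotation was GENCODE 44 in its version for this build. Promoters were defined as 1 kb on either side of the transcription start of a protein-coding transcript. A region that overlapped a protein-coding gene was classed as coding exon, UTR, exon or intron in this order, and other regions are given with the nearest protein-coding gene.

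The rule for named regions was fixed before the data were examined, together with most alternatives and some of the tests. It names regions within 50 kb of 10 genes that the study had tested by ChIP-qPCR or displayed, and in each contrast the highest-scoring control region lost, the highest-scoring control region kept and the highest-scoring new region. Where the control list had no score only the new region is named. Where the highest-scoring region lay in a shared place, the highest-scoring region outside the shared places was added after the lists were seen.

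The alternatives fixed before the data were examined were a score of at least 100 in both lists, equal numbers of the highest-scoring regions, an overlap of at least 50% of both regions, fixed windows of 500 bp at the region centre, chromosomes 1 to 22 and X only, intervals as deposited, the other FOXA2 ChIPs as the FOXA2 list, standardisation over score deciles, stratification by ATAC score decile, motif windows of 250 bp on either side and flanks 10 kb away. Further alternatives were chosen after the lists were seen. These were the removal of shared places (regions overlapped in at least 17 of the 22 lists), a common score minimum of 30 for FOXA2OE and FOXA2K265R JUN, GC-matched genome windows as the motif background, and a score of at least 100 for the counts around the named genes, which is given with those counts. The closing section gives the effect of the others.

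The calculations were tested on simulated data before use. Kept shares of simulated lists built to share the observed number of regions were recovered exactly for all 9 contrasts. When keeping was simulated to depend on the score decile alone, the plain FOXA2-bound minus FOXA2-free difference for PC3 JUN was 13.6 points over 23890 regions. The standardised difference was then -0.37. Differences within a decile were not simulated, so this cannot show whether standardisation removes them. With a true difference of 10 points the standardised value was 9.51. For NCI-H660 JUN a simulated odds ratio of 3 came out as 4.62 plain and 2.94 stratified over 99959 regions. Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9 were used.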

Results

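Chromatin binding of the pioneer factor FOXA2 and of the AP-1 subunits JUN and FOSL1 was compared across 3 human prostate cancer cell lines. PC3 is an androgen receptor-negative line from a bone metastasis, NCI-H660 is a neuroendocrine prostate cancer line, and LNCaP is an androgen receptor-positive line of luminal type. ChIP-seq recovers DNA bound by a protein with an antibody and sequences it, and ATAC-seq sequences DNA that a transposase can reach and so marks accessible chromatin. The data were 22 lists of enriched regions in 21 groups, and 20 of the groups held 1 list each. The only group with 2 lists was a further pair of vehicle-treated PC3 FOXA2 ChIPs whose antibody was not labelled, called here the other FOXA2 ChIPs. There was therefore no replicate check for any contrast and no p-value was computed. All coordinates are on the hg19 genome build.

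FOXA2 was profiled in PC3 cells treated with vehicle (24038 regions), with ORY-1001 at 10 µM (13732) or with C12 at 0.5 µM (8352), each inhibitor for 4 h. Both compounds inhibit the lysine demethylase LSD1. In NCI-H660 cells FOXA2 was profiled under vehicle (11886 regions) and under ORY-1001 at the same dose (11469). The other FOXA2 ChIPs in PC3 held 77822 and 62714 regions. JUN was profiled after transfection with a control siRNA (siNC) or with an siRNA against FOXA2 (siFOXA2) in PC3 (23890 and 4081 regions) and NCI-H660 cells (18401 and 59452), and FOSL1 likewise in PC3 cells (3843 and 1538). In LNCaP cells JUN was profiled under siNC (2421 regions), under an siRNA against FOXA1 (1964), in cells overexpressing FOXA2 (FOXA2OE, 23994) and in cells labelled as expressing the FOXA2 mutant with lysine 265 replaced by arginine (FOXA2K265R, 47505). FOXA2 in the FOXA2OE cells had 2500 regions. Accessible chromatin covered 210960 regions in PC3 and 99959 in NCI-H660. The histone marks were H3K27ac in PC3 (90468 regions) and H3K4me2 in NCI-H660 (70388). The lists gave no read totals, so the sequencing depth behind each list was unknown. Each region carried a score from the authors, which is used here to rank regions within a list or to filter lists by a minimum. The LNCaP siNC JUN list and the FOXA2OE FOXA2 list carried no score. Both lists of each inhibitor or siRNA contrast came from one processing folder, as named in the region identifiers.

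**Figure D1:**
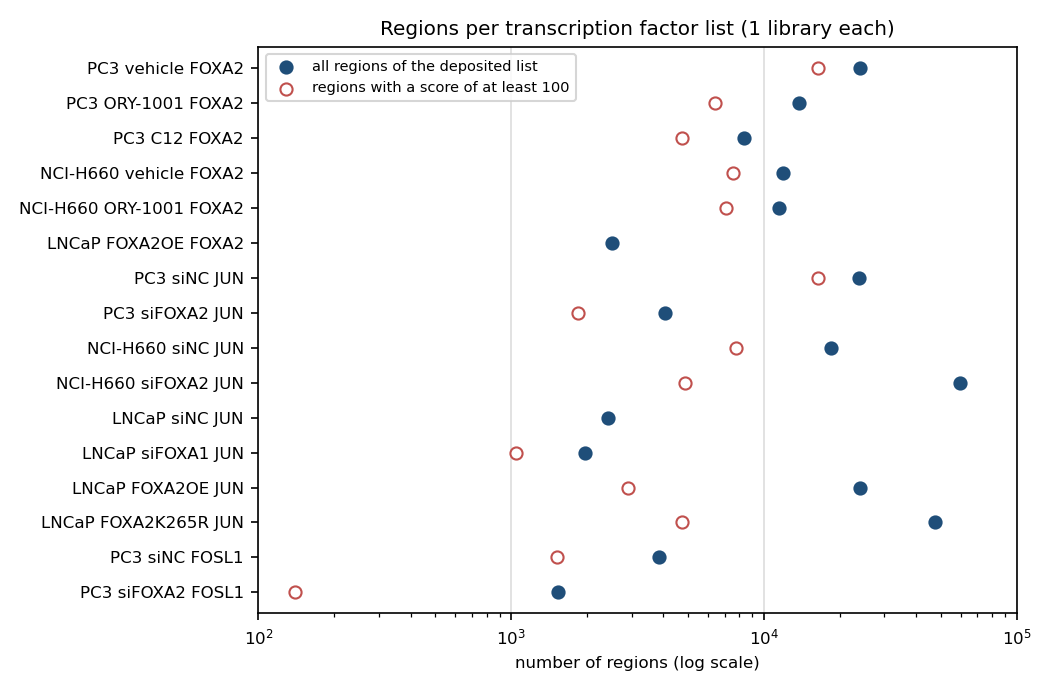
Number of regions in each transcription factor list (log axis), with all regions and, for lists that carry a score, the regions scoring at least 100. FOSL1 after siFOXA2 was the shortest list with 1538 regions, and 140 of these scored at least 100.

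The first question was whether the lists held the sequence motifs of the factors they were named for. Windows of 100 bp on either side of each region centre were searched for the AP-1 motif TGASTCA and the forkhead motif TRTTTRY. They were compared with windows of the same size 2 kb away and with random genome windows of the same GC content. Intervals given throughout are Wilson 95% intervals for shares, and all intervals cover counting error only. In vehicle-treated PC3 cells 77.2% of FOXA2 regions held a forkhead motif (76.6 to 77.7%), against 35.6% of the nearby windows and 37.5% of the GC-matched windows. In NCI-H660 cells the share was 75.8% (75.0 to 76.6%), against 33.1% and 27.8%. The AP-1 motif was found in 26.3% of PC3 FOXA2 regions (25.8 to 26.9%) and in 6.29% of NCI-H660 FOXA2 regions (5.87 to 6.75%), where the GC-matched shares were 3.07% and 3.34%. Among JUN regions of siNC cells the AP-1 share was 49.4% in PC3 (48.8 to 50.1%), 13.8% in NCI-H660 (13.3 to 14.3%) and 25.4% in LNCaP (23.7 to 27.2%). The alternative that moved the PC3 forkhead excess over nearby windows most was the wider window of 250 bp on either side, under which it fell to 24.6 percentage points.

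Several lists did not show the motif of their factor. In FOXA2OE LNCaP cells 26.3% of FOXA2 regions held a forkhead motif (24.6 to 28%), below both the nearby windows (30.8%) and the GC-matched windows (31.3%). JUN regions of the same cells held the AP-1 motif in 2.38% (2.19 to 2.58%), against 3.07% nearby and 2.27% in GC-matched windows, and their mean GC content was 64.2%. Among the 2906 of these regions scoring at least 100 the AP-1 share was 5.85% (5.05 to 6.76%). FOSL1 regions after siFOXA2 held the AP-1 motif in 2.41% (1.75 to 3.30%), against 35.0% under siNC (33.5 to 36.5%). Some regions recurred in nearly all lists whatever the factor. Regions overlapped in at least 17 of the 22 lists are called shared places here and were defined only after the lists were seen. They made up 1.68% of the vehicle PC3 FOXA2 list and 14.7% of the FOXA2OE FOXA2 list. For FOSL1 in PC3 their share was 10.3% under siNC and 14.3% under siFOXA2. For JUN in LNCaP it was 15.8% under siNC and 19.8% under siFOXA1, the largest share of any list.

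**Figure D2:**
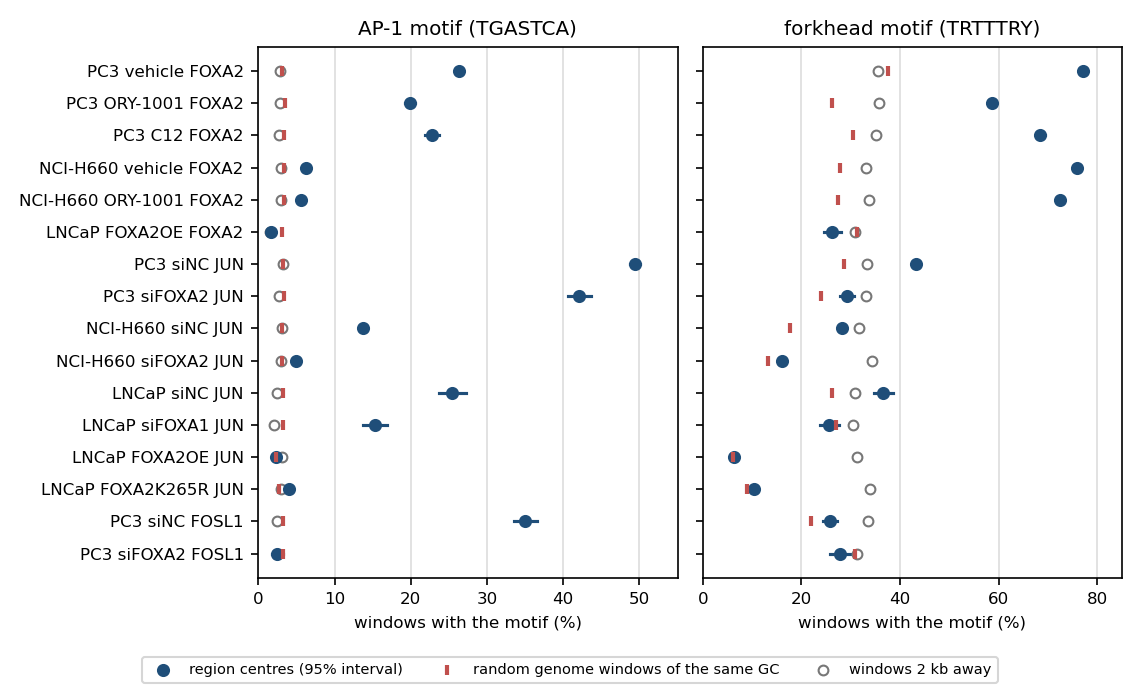
Percent of windows of 100 bp on either side of the region centre that held the AP-1 motif (left) or the forkhead motif (right), for each transcription factor list. Filled points are region centres with 95% intervals, open circles are windows 2 kb away and bars are random genome windows of the same GC content, and both shares of the FOXA2OE JUN list lie next to the GC-matched shares.

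To ask whether FOXA2 occupies different sites in PC3 and NCI-H660, the vehicle lists of PC3 and NCI-H660 were intersected. Of the PC3 regions 11.1% overlapped an NCI-H660 region (10.7 to 11.5%), against 0.286% for random placements. Of the NCI-H660 regions 22.5% overlapped a PC3 region (21.8 to 23.3%). With the longer lists of the other FOXA2 ChIPs in place of the vehicle list, the PC3 share was 4.84% and 5.42%. In the other direction, 19.1% and 15.1% of the NCI-H660 regions without a region in the PC3 vehicle list, called NCI-H660-only below, overlapped a region of the other FOXA2 ChIPs, so part of that class was called in PC3 by longer lists. Accessibility followed the line in which a region was called. PC3-only FOXA2 regions (21368) were accessible in PC3 in 89.4% (88.9 to 89.8%) and in NCI-H660 in 14.8% (14.4 to 15.3%). NCI-H660-only regions (9208) were accessible in NCI-H660 in 92.8% (92.2 to 93.3%) and in PC3 in 19.6% (18.8 to 20.4%). Under the stricter overlap of at least 50% of both regions the share accessible in NCI-H660 moved from 92.8% to 29.3%. Of the PC3 FOXA2 regions 58.7% overlapped H3K27ac in PC3, and 62.7% of the NCI-H660 FOXA2 regions overlapped H3K4me2 in NCI-H660. The AP-1 motif was present in 28% of PC3-only regions (27.4 to 28.6%) and in 4.82% of NCI-H660-only regions (4.4 to 5.28%). Of the PC3 vehicle regions 90.4% overlapped a region in each of the other FOXA2 ChIPs (90.0 to 90.7%).

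The effect of LSD1 inhibition on FOXA2 binding was then examined. After ORY-1001 the number of PC3 FOXA2 regions fell by 0.81 on the log2 scale (interval -0.84 to -0.78), and 36.8% of the vehicle regions were kept (36.2 to 37.4%), that is, overlapped a region of the treated list. Random placements gave 0.369%. After C12 the number fell by 1.53 (interval -1.56 to -1.49) and 29.6% were kept (29.1 to 30.2%). The alternative that moved the kept share under ORY-1001 most was a comparison of equal numbers of the highest-scoring regions, which gave 53.0%. Of all vehicle regions 5771 (24.0%) were kept under both inhibitors and 13830 (57.5%) were lost under both. In NCI-H660 cells the number of regions fell by 0.05 on the log2 scale under ORY-1001 (interval -0.09 to -0.01) and 68.4% were kept (67.6 to 69.2%).

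Keeping depended on the score. In the lowest score decile of the PC3 vehicle list 11.3% of regions were kept under ORY-1001 and 6.20% under C12, and in the highest decile 83.6% (82.1 to 85.1%) and 88.9% (87.6 to 90.1%). In NCI-H660 cells 99.8% of the highest decile were kept under ORY-1001. In the untreated other FOXA2 ChIPs 96.7% of the highest decile were found in each list and 71.7% and 65.7% of the lowest decile, but these lists were also several times longer. At equal numbers of top regions (8352 per list) the vehicle list shared 60.0% with ORY-1001 (59.0 to 61.1%), 61.2% with C12 (60.2 to 62.2%), and 69.1% and 69.0% with the other FOXA2 ChIPs, which shared 88.0% with each other. Forkhead motifs were present in 74.9% of the regions kept under ORY-1001 and in 78.5% of those lost. GC-matched windows held 31.0% and 41.4%, so the ratio over them was higher for kept (2.42) than for lost regions (1.90). Of the 4895 regions new under ORY-1001 33.0% held a forkhead motif (31.7 to 34.3%), where nearby windows held 39.5% and GC-matched windows 21.7%. Only 39.9% of the new regions were accessible in vehicle-treated PC3 cells, against 95.6% of the kept and 85.7% of the lost regions.

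**Figure D3:**
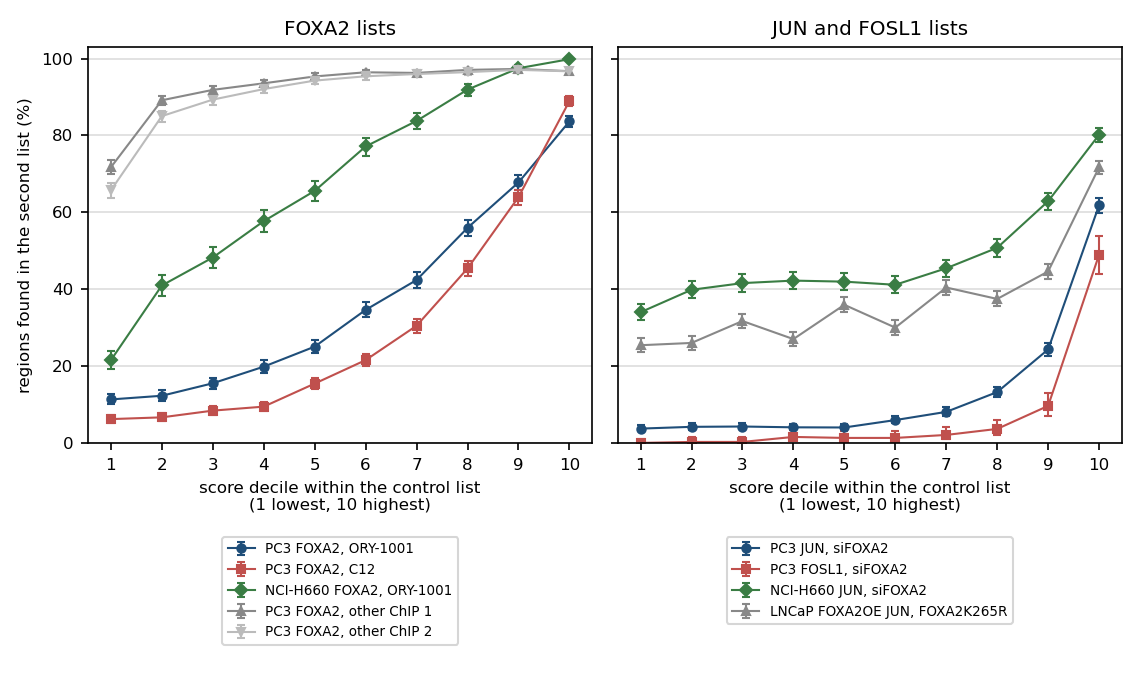
Percent of control-list regions found in the second list by score decile of the control list (1 lowest, 10 highest), with 95% intervals, for FOXA2 lists (left) and for JUN and FOSL1 lists (right). Under ORY-1001 the PC3 share climbed from 11.3% to 83.6%, and under siFOXA2 the PC3 JUN share climbed from 3.73% to 61.8%.

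By a rule fixed before the data were examined, the highest-scoring region kept, lost and new in each contrast is named. The highest-scoring region kept under both inhibitors in PC3 was 1:121484100-121485428, intergenic and 628419 bp from the nearest gene, FAM72B, and it was present in all 22 lists. Outside the shared places it was 10:33444862-33445491, intergenic and 20929 bp from NRP1. That region held an AP-1 site at 10:33445235-33445241 (plus strand, GGGGCAGAAATGACTCAATTATGATAC) and a forkhead site at 10:33445135-33445141. The highest-scoring region lost under ORY-1001 was 8:76756998-76757501, intergenic and 277929 bp from HNF4G. It held an AP-1 site at 8:76757330-76757336 (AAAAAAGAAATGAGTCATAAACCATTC) and a forkhead site at 8:76757261-76757267 (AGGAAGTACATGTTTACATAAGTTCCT), both on the plus strand. The highest-scoring region lost under C12 was 14:63267217-63267724, in an intron of KCNH5. The highest-scoring new regions were 6:77586145-77586410 (intergenic, 584231 bp from HTR1B) under ORY-1001 and X:92284812-92285056 (intergenic, 406583 bp from PCDH11X) under C12, and they were overlapped in 10 and 6 of the lists. In NCI-H660 the highest-scoring region lost was 20:653320-653626, in an intron of SCRT2 and of an overlapping gene without a symbol, with a forkhead site at 20:653452-653458 (TCTTTCTCCTTGTTTACCCAGCACACT). The highest-scoring region kept was the NCI-H660 call of the place on chromosome 1 present in all 22 lists, and outside the shared places it was 8:94678358-94678900, intergenic and 31889 bp from CIBAR1. The highest-scoring new region, 5:102374885-102375141, was intergenic, 9451 bp from PAM, and recurred in 13 lists.

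Whether FOXA2 and AP-1 share sites was asked next. In PC3 44.3% of FOXA2 regions overlapped a JUN region of siNC cells (43.7 to 44.9%), against 0.614% for random placements. A FOSL1 region was overlapped by 7.24% of them (6.92 to 7.58%), but the FOSL1 list is much shorter (3843 against 23890 regions). In the other direction, 44.5% of the JUN regions and 45.6% of the FOSL1 regions overlapped a FOXA2 region. In NCI-H660 36.4% of FOXA2 regions overlapped a JUN region (35.5 to 37.2%). Because accessible chromatin holds most regions of every factor, the odds of a JUN region given a FOXA2 region were also computed over the accessible regions of each line. The odds ratio was 13.4 for JUN in PC3 (13 to 13.9), 10.1 for FOSL1 in PC3 (9.43 to 10.9) and 4.56 for JUN in NCI-H660 (4.37 to 4.76). Stratified by the ATAC score decile, which moved the NCI-H660 odds ratio most, the odds ratios were 6.43, 4.51 and 1.83. Within the 10652 PC3 FOXA2 regions that also held JUN, motif pairs up to 30 bp apart were counted by gap. With the forkhead motif before the AP-1 motif there were 984 pairs, most often at a gap of 4 bp (79 pairs, against a median of 30 pairs per gap). With the AP-1 motif first there were 1040 pairs, most often at a gap of 11 bp (72 pairs, median 32). Of the 72 pairs at that gap of 11 bp 36 had flanks alike with another pair, against 4 of the 79 pairs (5.06%) at the gap of 4 bp. In NCI-H660 there were only 113 pairs with the forkhead motif first, and the gap of 4 bp held 13 of them (median 3 pairs per gap), as many as the next most frequent gap, with 0 of the 13 alike in their flanks. Of these 13 pairs 10 were the same sites as a pair counted in PC3.

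**Figure D4:**
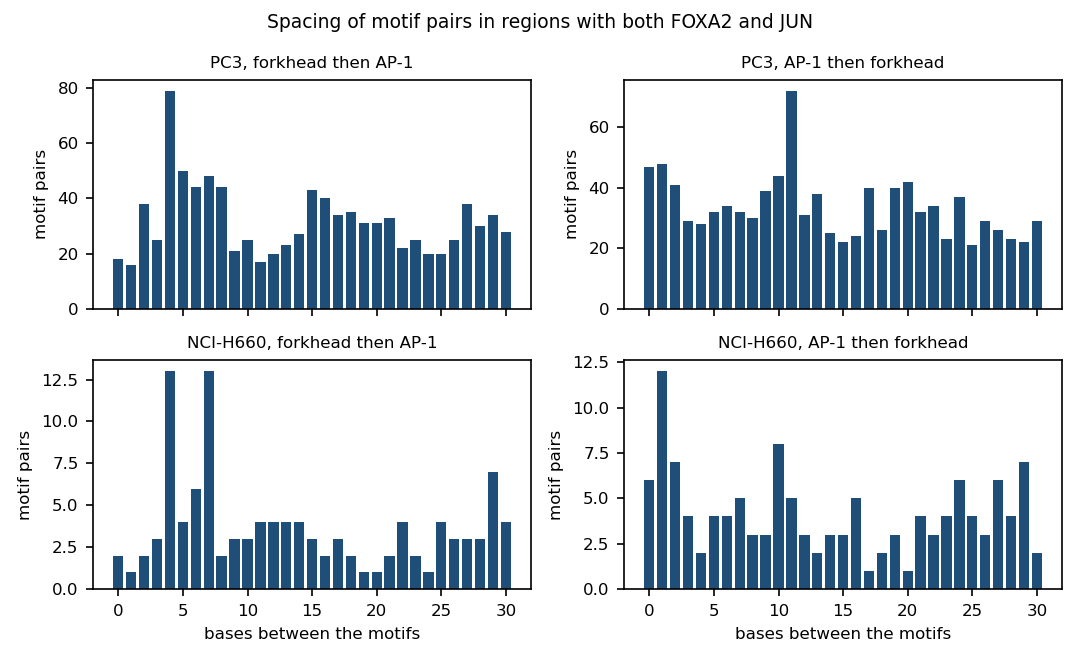
Number of forkhead and AP-1 motif pairs by the gap between the motifs in bp, in regions with both FOXA2 and JUN, for each line and order of the motifs. In PC3 the gap of 4 bp with the forkhead motif first held 79 pairs, against a median of 30 pairs per gap.

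To ask whether AP-1 binding depends on FOXA2, the JUN and FOSL1 lists under siFOXA2 were compared with those under siNC. In PC3 the number of JUN regions fell by 2.55 on the log2 scale (interval -2.60 to -2.50) and 13.4% of the siNC regions were kept (12.9 to 13.8%). With equal numbers of the highest-scoring regions, the alternative that moved this share most, 47.4% were kept. For FOSL1 the number fell by 1.32 (interval -1.41 to -1.24) and 6.90% were kept (6.14 to 7.74%), and 76.2% of the 265 FOSL1 regions kept lay in shared places. Without shared places the kept share of FOSL1 was 1.83%. The study reported that silencing FOXA2 strongly lowered FOSL1 mRNA and protein in PC3 cells. The FOSL1 losses therefore cannot be told apart from a loss of the FOSL1 protein itself. Of the regions in the siFOXA2 FOSL1 list 81.5% were new (79.5 to 83.4%), and 9.17% of the new regions were accessible in PC3. In NCI-H660 the number of JUN regions rose by 1.69 on the log2 scale under siFOXA2 (interval 1.67 to 1.72) while 48.0% of the siNC regions were kept (47.3 to 48.7%). At a score of at least 100 in both lists the direction changed and the number fell by 0.66. The 50633 new NCI-H660 regions made up 85.2% of the siFOXA2 list (84.9 to 85.4%). They were accessible in 21.1%, against 91.4% of the kept regions, and held the AP-1 motif in 3.54% (3.39 to 3.71%), against 3.09% of GC-matched windows and 14.9% of the kept regions.

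Whether JUN and FOSL1 regions were lost more often where FOXA2 was bound was examined next. Among PC3 JUN regions the kept share was 18.3% at FOXA2-bound regions (17.6 to 19.0%) and 9.42% at FOXA2-free regions (8.93 to 9.92%), a difference of 8.87 percentage points. Standardised over score deciles the difference was 4.21 points. With the other FOXA2 ChIPs as the definition of bound, the plain difference changed sign to -1.32 and -0.97 points. For FOSL1 the shares were 14.3% (12.8 to 16.0%) and 0.670% (0.399 to 1.12%), a difference of 13.6 points that was 2.96 points without shared places. In NCI-H660 the order was the opposite, with 42.4% of FOXA2-bound JUN regions kept (40.9 to 43.9%) and 49.7% of FOXA2-free regions (48.9 to 50.5%), a difference of -7.30 points and -10.4 points when standardised over score deciles.

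The highest-scoring JUN region lost in PC3 under siFOXA2 was 10:68109465-68109925, in an intron of CTNNA3, with a forkhead site at 10:68109602-68109608 (minus strand). The highest-scoring kept region was the PC3 JUN call of the same place on chromosome 1 found in all 22 lists, and outside the shared places it was 10:33422918-33423412, intergenic and 43008 bp from NRP1, with an AP-1 site at 10:33423176-33423182 (CAGAGGGCGATGACTCACCCCACTCAT). The highest-scoring new region, X:61717807-61718056 (intergenic, 849051 bp from SPIN4), recurred in 16 lists. For FOSL1 the highest-scoring kept region was again the place on chromosome 1 and, outside the shared places, 10:98561330-98561545 (intergenic, 30466 bp from LCOR, in 13 lists). The lost region was 13:87602858-87603128 (intergenic, 720498 bp from SLITRK5, in 17 lists) and, outside the shared places, 18:23841144-23841359 in an intron of TAF4B, in 8 lists. The new region was Y:13842644-13842808 (intergenic, 806777 bp from USP9Y, in 5 lists). In NCI-H660 the highest-scoring kept JUN region was once more the chromosome 1 place, and outside the shared places it was 1:59249571-59250163, in the UTR of JUN itself. The highest-scoring lost region was 10:42400130-42400680 (intergenic, 668953 bp from ZNF33B, in 21 lists) and, outside the shared places, 1:144997768-144998177 in an intron of PDE4DIP, in 4 lists. The highest-scoring new region was 6:91714591-91714864 (intergenic, 417786 bp from MAP3K7, in 8 lists).

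Regions within 50 kb of 10 genes that the study had tested by ChIP-qPCR or displayed were counted in every list (CEP55, INCENP, CDK1, NDC80, ERCC6L, TP63, WNT7A, CCBE1, PTHLH and FOSL1). Around these genes PC3 JUN had 37 regions under siNC and 6 under siFOXA2, with fewer regions at 9 of the 10 genes and more at 0. FOSL1 had 12 and 1. FOXA2 in PC3 had 27 regions under vehicle and 27 under ORY-1001, of which 14 were new, and 14 under C12. NCI-H660 JUN moved the other way, from 12 to 39 regions, with more regions at 9 genes. At a score of at least 100, a count added after the lists were seen, the regions around these genes numbered 31 and 6 for PC3 JUN, 6 and 0 for FOSL1 and 5 and 2 for NCI-H660 JUN under siNC and siFOXA2, so the direction in NCI-H660 changed. For PC3 FOXA2 at that score there were 18 under vehicle, 8 under ORY-1001 and 8 under C12. At TP63 (3:189349178-189615065, plus strand) PC3 vehicle FOXA2 had 9 regions, and the highest-scoring lay in introns at 3:189403688-189404132 and 3:189430847-189431247. The first held an AP-1 site at 3:189403814-189403820 (plus strand, TTCATATTTCTGAGTCACAGTTTCTTC) and the second a forkhead site at 3:189431047-189431053 (plus strand, ACTCAGTAAATGTTTACTGAATGAATG). Both had a FOXA2 region under ORY-1001 and under C12. Both also had a JUN region under siNC in PC3, where the 9 JUN regions around TP63 under siNC became 0 under siFOXA2. At CEP55 (10:95256369-95288849) the 7 JUN regions of siNC cells likewise became 0, and at FOSL1 (11:65659520-65668044, minus strand) 5 became 1.

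Finally, the LNCaP lists addressed where JUN binds when FOXA2 is introduced into a luminal line. Under siFOXA1 the number of JUN regions fell by 0.30 on the log2 scale (interval -0.39 to -0.22) and 49.6% of the siNC regions were kept (47.6 to 51.6%), of which 31.1% lay in shared places. Without shared places 40.5% were kept. The highest-scoring region new under siFOXA1, 18:23841149-23841354 in an intron of TAF4B, recurred in 8 lists. JUN in FOXA2OE cells had more regions than in siNC cells by 3.31 on the log2 scale (interval 3.25 to 3.37), 17.9% of the siNC regions were kept (16.4 to 19.5%) and 98.2% of the FOXA2OE regions were new. These lists came from different processing folders and the FOXA2OE list began at a score of 30. The control cells were transfected with siNC, whereas the study describes a stable FOXA2OE line set against empty-vector cells. The study also reported lower FOXA1 in the FOXA2OE cells. List origin, handling of the cells and FOXA2 expression therefore cannot be told apart. Of the FOXA2OE regions 37.0% were found in FOXA2K265R cells (36.4 to 37.6%), where the number of regions was higher by 0.99 on the log2 scale (interval 0.96 to 1.01) and, at a score of at least 30 in both lists, by 0.94. The folder differed here too. The highest-scoring region kept was 1:156186231-156186656, in an intron of PMF1 and of the readthrough gene PMF1-BGLAP, present in all 22 lists, and outside the shared places it was 18:23841142-23841360 in an intron of TAF4B, in 8 lists. The highest-scoring region lost was 16:70320964-70321169 in an intron of AARS1. The highest-scoring region new in FOXA2K265R cells was 5:134260803-134261708, in an intron of PCBD2, in 21 lists, and outside the shared places it was 5:102374882-102375146 (intergenic, 9448 bp from PAM, in 13 lists). The highest-scoring region new in FOXA2OE relative to siNC was the same TAF4B region that was kept in FOXA2K265R cells.

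JUN regions in LNCaP were compared with the FOXA2 classes of PC3 and NCI-H660. PC3-only FOXA2 regions overlapped a JUN region in 2.12% under siNC (1.94 to 2.33%), in 0.468% in FOXA2OE cells (0.385 to 0.569%) and in 2.25% in FOXA2K265R cells (2.06 to 2.45%), where random placements of the same lists gave 0.0542%, 0.538% and 1.13%. NCI-H660-only regions overlapped in 1.32% (1.11 to 1.58%), 2.51% (2.21 to 2.85%) and 6.44% (5.96 to 6.96%), where random placements gave 0.0510%, 0.508% and 1.08%. At a score of at least 100 in the scored lists the NCI-H660-only shares were 0.878% in FOXA2OE and 1.81% in FOXA2K265R cells. Of the 2500 FOXA2 regions in FOXA2OE cells 45.0% overlapped a PC3 FOXA2 region (43.0 to 46.9%) and 39.2% an NCI-H660 FOXA2 region (37.3 to 41.2%). The PC3 FOXA2 regions in this overlap held a forkhead motif in 29.7% (27.2 to 32.4%) and the NCI-H660 ones in 30.1% (27.3 to 32.9%), against 77.2% and 75.8% over the whole lists. FOXA2 regions overlapped 13.3% of the time with a JUN region of the same FOXA2OE cells (12 to 14.7%).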

Values the study reported

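In PC3 sites with both FOXA2 and JUN, the study reported the most common composite motif as a FOXA2 motif on the 5′ side (11 nt) with a JUN motif (8 nt) directly after it.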

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

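The tests given in this part were chosen only after the results were seen, except the standardisation over score deciles, the score minimum of 100 and the use of the other FOXA2 ChIPs, which were planned as alternatives. The differences between lines below were not tested, because each line has 1 library per condition.

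Silencing of FOXA2 moved the number of JUN regions in opposite directions in the 2 lines. The log2 ratio of region numbers was -2.55 in PC3 and 1.69 in NCI-H660. Additional weak regions may account for the increase in NCI-H660, because at a score of at least 100 in both lists the log2 ratio there was -0.66, the same direction as in PC3. Binding of JUN at TGASTCA sites, the only AP-1 pattern searched, is argued against as the source of most new NCI-H660 regions. The AP-1 motif was 1.15 times as frequent in them as in GC-matched windows, against 4.4 times in the siNC list. The ratio was 1.54 in the 10693 new regions in accessible chromatin, so part of these may be bound. New regions outside accessible chromatin had a GC content of 52.6%, against 40.9% for random genome windows and 46.1% for the 2583 siNC regions outside accessible chromatin, which is consistent with a GC-dependent background of that library. Over all its regions the siNC list had 52.2% GC, so GC-rich regions as such are not particular to siFOXA2. The score minimum assumes that scores mean the same in both libraries. The place on chromosome 1 found in every list argues against this, with a score of 119312 under siNC and at most 15412 under siFOXA2. The change of direction at that minimum is therefore weak evidence. A difference in depth between the siFOXA2 and siNC libraries stays open, since read numbers are unknown, and so does a true difference between the lines.

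The place of FOXA2 in the loss of JUN also went in opposite directions. In PC3 the share of JUN regions kept was higher at FOXA2-bound than at FOXA2-free regions by 8.87 percentage points, and in NCI-H660 it was lower, with a difference of -7.30 points. Differences in score between deciles account for part of the PC3 difference, since 4.21 points stayed after standardisation over score deciles. Whether score accounts for the rest stays open, because differences within a decile were not removed. The highest decile ran from 455 to 126355. In NCI-H660 differences between deciles account for none, since the standardised difference was -10.4 points. The PC3 direction depended on the FOXA2 list. With the first of the other FOXA2 ChIPs as the definition of bound, the plain difference was -1.32 points. The choice of FOXA2 list may therefore explain the PC3 side, and with it the contrast between the lines. For NCI-H660 only 1 vehicle FOXA2 list was used, so the same check could not be made there. A biological difference between the lines stays open and untested.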

How the results depend on the processing

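The removal of shared places, the common score minimum of 30 and the GC-matched motif background were chosen only after the lists were seen, and the other alternatives were planned. There were 40 results that answer a comparison. Over their alternatives 130 values stayed within the 95% counting interval of the main value, 124 moved outside it and 3 changed direction. These intervals are narrow because the lists are long, so many of the moves are small. Except where a sentence says otherwise, the cause was not tested. No result moved when only chromosomes 1 to 22 and X were used (40 values), and the use of intervals as deposited could change nothing, since no list held overlapping intervals. Its 40 values are among the 130 and say nothing about stability. No paired analysis was possible because each group compared holds 1 library and no result comes from a test.

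The 3 changes of direction concerned JUN. At a score of at least 100 the NCI-H660 JUN region number under siFOXA2 fell, where it had risen over the whole lists, and with either of the other FOXA2 ChIPs the PC3 JUN difference between FOXA2-bound and FOXA2-free regions became negative. Their values are among those below.

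With a score of at least 100 in both lists, the log2 ratio of region numbers was -1.36 for PC3 FOXA2 under ORY-1001, -1.79 for PC3 FOXA2 under C12, -0.092 for NCI-H660 FOXA2 under ORY-1001, -3.16 for PC3 JUN under siFOXA2, -3.43 for PC3 FOSL1 under siFOXA2, -0.66 for NCI-H660 JUN under siFOXA2 and 0.71 for LNCaP FOXA2OE JUN in FOXA2K265R. The kept share was 35.4% for PC3 FOXA2 under ORY-1001, 27.9% for PC3 FOXA2 under C12, 75.3% for NCI-H660 FOXA2 under ORY-1001, 10.6% for PC3 JUN under siFOXA2, 40.7% for NCI-H660 JUN under siFOXA2 and 44.6% for LNCaP FOXA2OE JUN in FOXA2K265R. The overlap was 10.5% for PC3 FOXA2 shared with NCI-H660, 39.8% for PC3 FOXA2 with JUN, 5.12% for PC3 FOXA2 with FOSL1, 23.9% for NCI-H660 FOXA2 with JUN and 91.5% for PC3 FOXA2 found with the other FOXA2 ChIPs. The accessible share of line-only FOXA2 regions was 88.4% for PC3-only in PC3, 14.3% for PC3-only in NCI-H660, 95.1% for NCI-H660-only in NCI-H660 and 13.8% for NCI-H660-only in PC3. The share of line-only FOXA2 regions with JUN in LNCaP was 0.232% for PC3-only in FOXA2OE, 0.878% for NCI-H660-only in FOXA2OE, 1.02% for PC3-only in FOXA2K265R and 1.81% for NCI-H660-only in FOXA2K265R. The FOXA2-bound minus FOXA2-free difference was 7.68 points for PC3 JUN and -12.7 points for NCI-H660 JUN. The odds ratio given FOXA2 was 7.13 for PC3 JUN, 8.68 for PC3 FOSL1 and 3.76 for NCI-H660 JUN. The score minimum also keeps fewer regions per list, which by construction favours strong regions. For NCI-H660 JUN and PC3 FOSL1 it rests on scores that differed between siNC and siFOXA2 at the place on chromosome 1 found in every list.

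With equal numbers of the highest-scoring regions, the kept share was 53.0% for PC3 FOXA2 under ORY-1001, 61.2% for PC3 FOXA2 under C12, 70.5% for NCI-H660 FOXA2 under ORY-1001, 47.4% for PC3 JUN under siFOXA2, 16.1% for PC3 FOSL1 under siFOXA2, 35.1% for NCI-H660 JUN under siFOXA2 and 25.2% for LNCaP FOXA2OE JUN in FOXA2K265R. The longer of the lists loses its weakest regions here, which raised the kept share where that was the control list and lowered it for NCI-H660 JUN and FOXA2OE JUN, where it was the second list.

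With an overlap of at least 50% of both regions, the kept share was 34.8% for PC3 FOXA2 under ORY-1001, 28.3% for PC3 FOXA2 under C12, 66.4% for NCI-H660 FOXA2 under ORY-1001, 12.4% for PC3 JUN under siFOXA2, 4.68% for PC3 FOSL1 under siFOXA2, 34.8% for NCI-H660 JUN under siFOXA2, 47.3% for LNCaP JUN under siFOXA1, 23.8% for LNCaP FOXA2OE JUN in FOXA2K265R and 14.5% for LNCaP JUN in FOXA2OE. The overlap was 10.1% for PC3 FOXA2 shared with NCI-H660, 20.5% for NCI-H660 FOXA2 shared with PC3, 40.7% for PC3 FOXA2 with JUN, 6.20% for PC3 FOXA2 with FOSL1, 25.0% for NCI-H660 FOXA2 with JUN and 71.0% for PC3 FOXA2 found with the other FOXA2 ChIPs. The accessible share of line-only FOXA2 regions was 70.2% for PC3-only in PC3, 7.39% for PC3-only in NCI-H660, 29.3% for NCI-H660-only in NCI-H660 and 10.9% for NCI-H660-only in PC3. The share of line-only FOXA2 regions with JUN in LNCaP was 1.61% for NCI-H660-only in siNC, 0.264% for PC3-only in FOXA2OE, 1.28% for NCI-H660-only in FOXA2OE, 1.09% for PC3-only in FOXA2K265R and 3.02% for NCI-H660-only in FOXA2K265R. The FOXA2-bound minus FOXA2-free difference was 9.67 points for PC3 FOSL1. The odds ratio given FOXA2 was 14.8 for PC3 JUN, 12.4 for PC3 FOSL1 and 5.84 for NCI-H660 JUN. This setting can only remove overlaps, and for ATAC regions wider than the FOXA2 regions it removes most. Kept shares can fall and never rise under it, whereas shares of a line-only class can also rise because the class is redefined. With fixed windows of 500 bp, the kept share was 38.9% for LNCaP FOXA2OE JUN in FOXA2K265R. The accessible share of line-only FOXA2 regions was 14.2% for PC3-only in NCI-H660, 90.0% for NCI-H660-only in NCI-H660 and 22.2% for NCI-H660-only in PC3. The share of line-only FOXA2 regions with JUN in LNCaP was 0.736% for PC3-only in FOXA2OE, 3.07% for NCI-H660-only in FOXA2OE, 2.95% for PC3-only in FOXA2K265R and 7.38% for NCI-H660-only in FOXA2K265R. The odds ratio given FOXA2 was 12.9 for PC3 JUN and 9.33 for PC3 FOSL1.

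With the first of the other FOXA2 ChIPs as the PC3 FOXA2 list, the overlap was 4.84% for PC3 FOXA2 shared with NCI-H660, 20.6% for PC3 FOXA2 with JUN and 2.07% for PC3 FOXA2 with FOSL1. The accessible share of line-only FOXA2 regions was 63.4% for PC3-only in PC3. The share of line-only FOXA2 regions with JUN in LNCaP was 0.809% for PC3-only in siNC and 0.816% for PC3-only in FOXA2OE. The FOXA2-bound minus FOXA2-free difference was -1.32 points for PC3 JUN and 2.19 points for PC3 FOSL1. The odds ratio given FOXA2 was 10.3 for PC3 JUN and 3.62 for PC3 FOSL1. With the second, the overlap was 5.42% for PC3 FOXA2 shared with NCI-H660, 23.6% for PC3 FOXA2 with JUN and 2.40% for PC3 FOXA2 with FOSL1. The accessible share of line-only FOXA2 regions was 68.7% for PC3-only in PC3. The share of line-only FOXA2 regions with JUN in LNCaP was 0.929% for PC3-only in siNC and 0.782% for PC3-only in FOXA2OE. The FOXA2-bound minus FOXA2-free difference was -0.97 points for PC3 JUN and 2.89 points for PC3 FOSL1. The odds ratio given FOXA2 was 9.96 for PC3 JUN and 3.74 for PC3 FOSL1. These lists are several times longer than the vehicle list. Of the shares that moved with them all fell except that of PC3-only regions with JUN in FOXA2OE, which rose. Leaving out each of the other FOXA2 ChIPs in turn gave from 90.8% to 92.5% of PC3 FOXA2 regions found, against 90.4% when both were required.

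Standardised over score deciles of the control list, the FOXA2-bound minus FOXA2-free difference was 4.21 points for PC3 JUN, 7.45 points for PC3 FOSL1 and -10.4 points for NCI-H660 JUN. Stratified by ATAC score decile, the odds ratio given FOXA2 was 6.43 for PC3 JUN, 4.51 for PC3 FOSL1 and 1.83 for NCI-H660 JUN. Without the shared places, the log2 ratio of region numbers was -1.57 for PC3 FOXA2 under C12, -2.67 for PC3 JUN under siFOXA2 and 3.55 for LNCaP JUN in FOXA2OE. The kept share was 35.7% for PC3 FOXA2 under ORY-1001, 28.4% for PC3 FOXA2 under C12, 67.3% for NCI-H660 FOXA2 under ORY-1001, 12% for PC3 JUN under siFOXA2, 1.83% for PC3 FOSL1 under siFOXA2, 40.5% for LNCaP JUN under siFOXA1 and 14.4% for LNCaP JUN in FOXA2OE. The overlap was 9.64% for PC3 FOXA2 shared with NCI-H660, 19.8% for NCI-H660 FOXA2 shared with PC3, 43.4% for PC3 FOXA2 with JUN, 5.70% for PC3 FOXA2 with FOSL1, 34.1% for NCI-H660 FOXA2 with JUN and 90.9% for PC3 FOXA2 found with the other FOXA2 ChIPs. The FOXA2-bound minus FOXA2-free difference was 5.89 points for PC3 JUN, 2.96 points for PC3 FOSL1 and -10.6 points for NCI-H660 JUN. The odds ratio given FOXA2 was 12.9 for PC3 JUN, 7.39 for PC3 FOSL1 and 4.16 for NCI-H660 JUN. With a score of at least 30 in both lists, the log2 ratio of region numbers was 0.94 for LNCaP FOXA2OE JUN in FOXA2K265R.

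The motif excess over nearby windows was followed in 36 further results (2 motifs in 18 lists). Over their alternatives 58 values stayed within the counting interval, 40 moved and 10 changed sign. With GC-matched genome windows the forkhead excess in percentage points turned to 3.0 for NCI-H660 siFOXA2 JUN, 10.6 for NCI-H660 siNC JUN, 0.158 for LNCaP FOXA2OE JUN, 5.21 for PC3 siFOXA2 JUN, 3.74 for PC3 siNC FOSL1 and 1.45 for LNCaP FOXA2K265R JUN. The AP-1 excess turned to -1.52 for LNCaP FOXA2OE FOXA2 and 0.111 for LNCaP FOXA2OE JUN. The forkhead changes follow from the background, since regions rich in GC hold few forkhead motifs by base composition. The AP-1 excess of the LNCaP FOXA2OE FOXA2 list, near 0 in the main setting, was also -0.837 with windows of 250 bp and -0.523 with flanks 10 kb away.

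Score-based alternatives could not be run for a list without scores. The score minimum and equal numbers were not run for LNCaP JUN under siFOXA1 or in FOXA2OE cells, whose control list has no score, and the score minimum was not run for line-only FOXA2 regions with JUN in LNCaP siNC. The unknown depth limits every comparison of region numbers, because a deeper library yields more regions at the same threshold. It also limits each kept share, since the lists do not show regions below their own threshold.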

Other observations

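In this part the tests of the highest score decile and of repeated elements at the motif spacing were set down before their results were seen. The comparison with C12 at equal numbers of top regions was planned, but setting it against the other FOXA2 ChIPs was not. The score minimum of 100 was planned for region numbers and shares, and its use for motif ratios was not. These uses and all the other tests were chosen only after the results were seen.

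A loss of only the weakest regions below the calling threshold was tested as an explanation for the shorter treated lists. It would have left the highest score decile nearly complete. In PC3 83.6% of that decile was kept under ORY-1001, 88.9% under C12 and, for JUN, 61.8% under siFOXA2, so strong regions were lost as well. The losses of FOXA2 regions under both inhibitors were also set against the difference between any pair of PC3 FOXA2 lists. At equal numbers of top regions the vehicle list shared 60.0% with ORY-1001 and 61.2% with C12, against 69.1% and 69.0% with the untreated other FOXA2 ChIPs, which lie in another folder. Within their own folder the other FOXA2 ChIPs shared 88.0% with each other, and the vehicle and treated lists lie in one folder too. That is a single untreated pair, and its antibodies are not labelled. With 1 library per condition, an effect of the inhibitor and ordinary variation between ChIPs cannot be told apart from these values. The other folder and the unlabelled antibodies could lower the overlap of the other FOXA2 ChIPs with the vehicle list.

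The 4895 FOXA2 regions new in PC3 under ORY-1001 are a candidate for a closer look, because lists that only shrink would add few. FOXA2 binding at forkhead sites and another source cannot be told apart for these. The forkhead motif was 1.52 times as frequent in them as in GC-matched windows (33.0% against 21.7%), but less frequent than in nearby windows (39.5%). Regions kept under ORY-1001 had a ratio of 2.42 over GC-matched windows.

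The list of FOXA2 regions in FOXA2OE LNCaP cells may hold something other than sequence-specific FOXA2 binding. The forkhead motif was 0.841 times as frequent in these regions as in GC-matched windows, against 2.06 times in PC3 and 2.73 times in NCI-H660 vehicle regions. The list has exactly 2500 regions and no score, so it may be a selection from a longer list, by a rule that is not known here. Removal of the shared places did not bring the motif back, and the ratio was then 0.828. The PC3 FOXA2 regions that overlap this list were also poor in the forkhead motif (29.7%, a ratio of 0.909), as were the NCI-H660 ones (30.1%, a ratio of 0.951). On the PC3 side the overlap of 45.0% therefore rests on regions where the forkhead motif was no more frequent than in GC-matched windows. No biological explanation was tested.

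JUN regions in FOXA2OE LNCaP cells looked alike in this respect. The AP-1 motif was 1.05 times as frequent in them as in GC-matched windows, against 7.98 times in the LNCaP siNC list. For most of the list this argues against binding at TGASTCA sites, the only AP-1 pattern searched. Outside promoters their GC content was 62.8%, against 44.7% for siNC JUN regions and 40.9% for the genome, which is consistent with a GC-dependent background of the library. The 2906 regions scoring at least 100 had an AP-1 ratio of 2.79, so a bound part is likely among the strongest regions. In FOXA2K265R cells the AP-1 ratio was 1.51 over the whole list and 5.91 over 4750 of the 4751 regions scoring at least 100. The larger number of regions in FOXA2K265R is not explained by its lower score minimum, because at a score of at least 30 in both lists the log2 ratio was still 0.94. Folder and FOXA2 variant differ together between these lists, and their effects cannot be told apart. The labels leave open whether the library kit differed as well. An effect of the mutation stays open.

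The part of the kept regions that lay where unrelated lists also have regions differed between the knockdowns. For FOSL1 in PC3 76.2% of the regions kept under siFOXA2 were in places overlapped in at least 17 of the 22 lists, which is consistent with reads that pile up there in any library rather than with retained FOSL1. The AP-1 motif was found in only 1.51% of the 265 regions kept, against 37.5% of those lost. For JUN the share in such places was 31.1% in LNCaP under siFOXA1, 11.7% in PC3 under siFOXA2 and 3.32% in NCI-H660 under siFOXA2, so most of the JUN regions kept were elsewhere.

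Forkhead and AP-1 motifs in PC3 regions with both FOXA2 and JUN were most often 4 bp apart with the forkhead motif first, with 79 pairs against 50 at the next most frequent gap. Copies of a repeated element are argued against there, since 5.06% of these pairs had flanks alike with another pair. At the gap of 11 bp in the other order 36 of the 72 pairs had such flanks, so repeats may account for much of that second peak. A preferred arrangement of both factors is a hypothesis for the gap of 4 bp. In NCI-H660 the same gap was among the most frequent, with 13 pairs against a median of 3 per gap and 0 with flanks alike. That adds little independent support, because 10 of the 13 were the same sites as in PC3, and another gap held 13 pairs as well. Directly adjoining motifs in PC3 (a gap of 0 bp) numbered 18 with the forkhead motif first and 47 with the AP-1 motif first. The short motif patterns used here are not the position weight matrices of a motif search, so a wider matrix can take up some or all of a gap counted between them.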
